# Laser Microdissection of Sensory Organ Precursor Cells of *Drosophila* Microchaetes

**DOI:** 10.1371/journal.pone.0009285

**Published:** 2010-02-19

**Authors:** Eulalie Buffin, Michel Gho

## Abstract

**Background:**

In *Drosophila*, each external sensory organ originates from the division of a unique precursor cell (the sensory organ precursor cell or SOP). Each SOP is specified from a cluster of equivalent cells, called a proneural cluster, all of them competent to become SOP. Although, it is well known how SOP cells are selected from proneural clusters, little is known about the downstream genes that are regulated during SOP fate specification.

**Methodology/Principal Findings:**

In order to better understand the mechanism involved in the specification of these precursor cells, we combined laser microdissection, toisolate SOP cells, with transcriptome analysis, to study their RNA profile. Using this procedure, we found that genes that exhibit a 2-fold or greater expression in SOPs versus epithelial cells were mainly associated with Gene Ontology (GO) terms related with cell fate determination and sensory organ specification. Furthermore, we found that several genes such as *pebbled/hindsight, scabrous, miranda, senseless*, or *cut*, known to be expressed in SOP cells by independent procedures, are particularly detected in laser microdissected SOP cells rather than in epithelial cells.

**Conclusions/Significance:**

These results confirm the feasibility and the specificity of our laser microdissection based procedure. We anticipate that this analysis will give new insight into the selection and specification of neural precursor cells.

## Introduction

In *Drosophila*, the small external sensory organs (microchaetes) located on the dorsal part of the thorax has become an excellent system to analyse mechanisms involved in the acquisition and maintenance of neural precursor cell identity from a non-differentiated state [1], [2]. In this system, each sensory organ develops from a single SOP that arises from a cluster of equivalent cells called proneural cluster. Cells of a proneural cluster are defined by the expression of the proneural genes *achaete* and *scute (ac/sc)* that provide them with the competence to become SOP [3], [4]. In each cluster, the proneural competence is progressively restricted to only one cell that accumulates the highest level of proneural proteins and that will become the SOP whereas the others cells remain epithelial cells. This process of SOP selection depends on both the auto and cross regulation of proneural gene expression [4] and the activation of the Notch signalling pathway. This later involves cell-cell interactions mediated by the Notch receptor and it's ligand Delta in such a way that in each cluster, one cell (the future SOP) will express higher level of the ligand Delta and will activate Notch receptors in neighbouring (future epithelial) cells [5], [6]. Notch signalling promotes the transcription of *Enhancer of split complex* genes that repress proneural gene expression and prevents the acquisition of neural fate [4], [7], [8].

Despite considerable progress in our knowledge of the mechanisms underlying SOP selection, relatively few downstream target genes regulated by this proneural regulatory network are known. The gene *senseless* (*sens*), which encodes a zinc finger transcription factor, is one of the known downstream genes. Sens is expressed in SOPs and has been shown to act as a binary switch in the proneural cluster. High levels of Sens up regulate *ac/sc* expression and, conversely, low levels repress *ac/sc* expression [8], [9]. It is tempting to speculate that other Sens-like factors remain to be discovered.

In order to determine the genome-wide response associated with SOP fate acquisition, we propose an original protocol that combines laser microdissection, to isolate individually SOPs from epithelial cells, and transcriptome analysis, to compare the RNA profiles of SOPs cells from that of their sibling epithelial cells. Our analysis revealed that genes exhibiting a two-fold or greater expression in SOPs were mainly associated with gene ontology (GO) term related to sensory organ specification and neurogenesis. Moreover, from this set of genes, almost twenty genes were previously found to be expressed in SOPs. These data show the feasibility and the specificity of the laser microdissection technique in isolating identified cells from this type of system. We anticipate that this approach will give new insights into the selection and specification of neural precursor cells. Furthermore, we believe that this technique can easily be extended to different epithelia and as such will be useful in investigating specific cell transcriptomes.

## Materials and Methods

### Fly Stocks

The *neuralized^p72^*-Gal4 driver was used to express in pI cells the construction mCD8::GFP using the UAS/Gal4 system [10]. *neur*>mCD8::GFP flies were reared on a standard *Drosophila* diet. White pupae were selected and maintained at 25°C prior dissection.

### Fixation and Mounting

The notum from *neur*>mCD8::GFP pupae were dissected out in PBS and fixed in cold absolute ethanol for 10 minutes. A fixation longer than 15 min, hardes the tissue and makes the microdissection difficult. Three to five fixed nota were transferred directly from ethanol with a Pasteur pipette and then carefully flattened and dried with the epithelium facing down on a thermolabile membrane slides for laser microdissection (See Fig S1).

### Laser Microdissection

Laser microdissection was realized on a MMI cellcut microdissection system coupled to an Eclipse TE-2000 inverted fluorescent microscope (Nikon Instrument). The parameters used were: focus 40, speed 1, power 74 at objective 60X and 4 to 8 laser rounds were required to cut through a notum. Selected areas were cut from the tissue by an UV laser beam. To keep the SOP integrity and preserve RNA from the heat of the laser, we took care to leave a space between the laser circle and the cell limit (around 5 µm).

### RNA Extraction and Amplification

Total RNA was extracted from microdissected cells by using the picopure RNA isolation kit (Molecular devices - Arcturus) following manufactures instructions with minor modifications as described below. We incubated the tubes containing microdissected cells with 20 µl of extraction buffer at 42°C upside down for 30 min. Then, after centrifugation, the extracts pooled were passed through a single RNA purification column. During purification, we treated the column with DNAse I (Qiagen) for 30 min at room temperature to avoid genomic DNA contamination. We obtained 0,1–0,5 µg of total RNA from a sample of 1000 microdissected cells.

After extraction, RNA was amplified by using the MessageAmp II aRNA Amplification Kit (Ambion). We proceeded with two rounds (9 h each) of *in vitro* transcription. After each round, the RNA purification column was treated by DNAse I (Qiagen) for 10 min at room temperature before aRNA elution. For better RNA integrity, we carried out all the amplification processes in one step directly after RNA extraction to avoid freezing the sample. Indeed, in addition to the usual recommendations about manipulating RNA, we avoided, as much as possible, freezing both the tissue before microdissection and the RNA samples between extraction and amplification. After two rounds of amplification, we obtained 20–50 µg of aRNA from a sample of 1000 microdissected cells.

For microarray hybridizations, UTP-amino allyls were integrated during the second round of *in vitro* transcription, for subsequent labelling with dyes Cy3 or Cy5 (Amino Allyl MessageAmp II kit - Ambion).

### qRT-PCR

We performed reverse transcription on 1 µg of aRNA using random primers from Roche and the SuperscriptII reverse transcriptase from Invitrogen. The same quantity of cDNA (50–100 ng) from SOPs or epithelial cells was then used to perform semi quantitative PCR (30 cycles) or qRT-PCR for several genes.

qRT-PCR was performed on Bio-Rad iCycler IQ™ using SYBR green PCR master mix with the following parameters: 95°C-3 min followed by 40 cycles of 95°C-30 sec, 60°C-30 sec and 72°C-30 sec. Quantifications were made using the relative standard curve method. The standard curves were created by a series of 5 dilutions of cDNA synthesized from aRNA, extracted and amplified from 20 whole nota dissected and fixed as described here. Each dilution of the standard curves was amplified in duplicate and each sample of interest was amplified in triplicate. Curves of one experiment are shown in figure S2. mRNA levels detected by qRT-PCR were normalized to mRNA level of *taf11* used as reference gene.

### Microarray

Amplified and differently labelled aRNA from 1000 microdissected SOPs and an equivalent surface of epithelial cells were hybridized to INDAC Drosophila GeneChips (platform Montpellier GenomiX, Institut de Génomique Fontionnelle, UMR 5203 CNRS – U661 INSERM, Montpellier, France). Normalization of raw data was performed by LIMMA. The flagged spots and controls were removed from the analysis. No background correction was performed before normalization. Lowess normalization was used to normalize the M values for each array separately (within-array normalization). Genes exhibiting a signal ratio SOPs/epithelial cells superior than two were considered as SOPs-overexpressed genes for subsequent analysis. Gene Ontology analysis was performed with Flymine [11] that provides enriched GO terms ranked by significance. P values were calculated following a hypergeometric distribution (with Bonferroni correction).

### Data Deposition

The raw data associated with this manuscript are available on the Gene Expression Omnibus (GEO) according to MIAME standards under the following accession number: GSE18615.

## Results

### Purification of SOPs by Laser Microdissection

In order to identify SOP cells, we specifically expressed the construction mCD8::GFP to label SOP membranes and their progeny by using the Gal4/UAS expression system and the specific driver line neuralized^p72^Gal4 (neur>)[11]. The dorsal epithelium (or notum) of neu>mCD8::GFP pupae at 16h after puparium formation (APF) was dissected and fixed in ethanol. At this developmental time, most of the SOPs have not yet divided [12], [13].

After mounting on a membrane slide, SOPs expressing GFP were identified by fluorescence and circled manually with a circle radius of 9 µm (Fig. 1A). Microdissected cells were then collected on an adhesive lid of a microtube placed onto the area (Fig. 1G–J). The success of the cell capture was visually confirmed by the gaps in the tissue after lid removal (Fig. 1C–F). We collected around 20 cells per notum, 20–50 cells on a cap and pooled around 20–50 tubes to proceed to the RNA extraction. Altogether, we collected around 1000 SOPs from 50 nota. In parallel, we captured tissue free of SOP fluorescent cells corresponding to epithelial cells (Fig. 1B). A similar integrated surface (around 250 000 µm^2^) was collected in order to standardize both samples.

**Figure 1:**
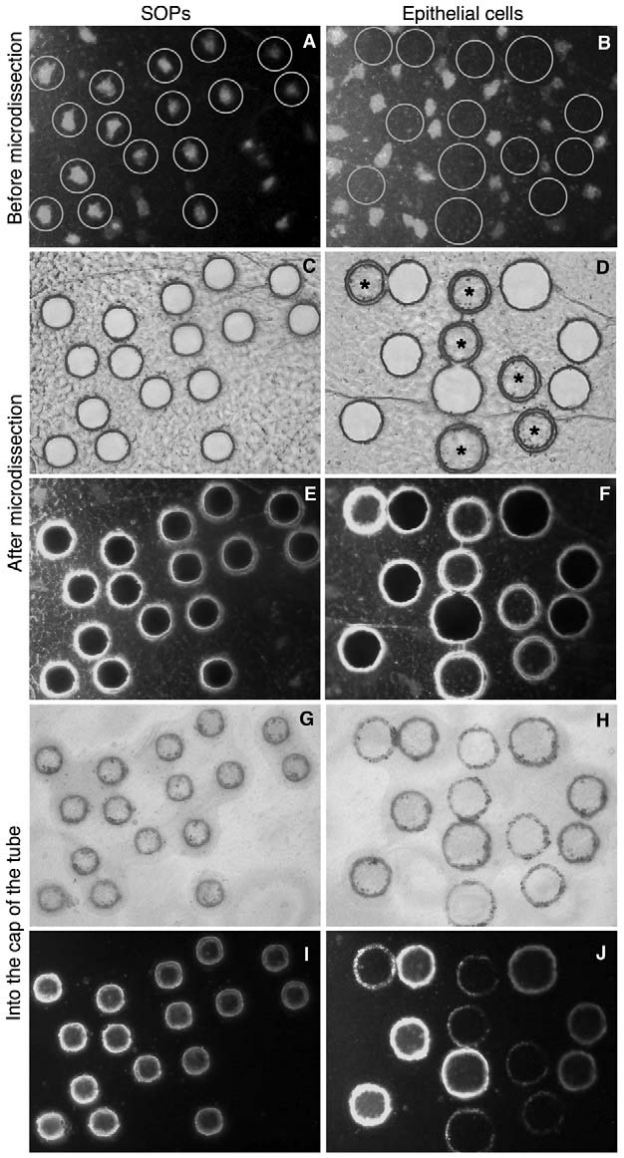
Laser Microdissection. Laser Microdissection of SOP cells (left column) and epithelial cells (right column). Fixed nota from *neur*>mCD8::GFP flies (16 h APF) that express GFP specifically in SOP cells. SOP cells were laser-cut following a circle pathway centered on each SOP (A). After cut, gaps corresponding to each SOP encircled remained on the nota (transmitted light in C and fluorescent light in E). In contrast, the captured SOP cells stuck to the lid of a microtube (transmitted light in G and fluorescent light in I). A similar procedure is shown for epithelial cell capture. These cells were isolated from areas without fluorescent SOP cells (B). Note that sometimes for SOP (not shown) as well as epithelial cell microdissection (asterisks in D) some areas were not captured and remain on the nota. Note also that, the fluorescence level was strongly reduced after laser beam application (I and J).

Once the required number of cells was been collected, total RNA was extracted and amplified for analysis.

### Quantitative Real Time PCR and Microarray Data Confirm Differential Expression of Known Genes

We carried out reverse transcription following by PCR on some SOPs specific (*ac, sens*, [4], [9]) and non-specific (*rp49, taf11*) genes to verify the aRNA extracted and amplified from microdissected cells. Semi quantitative PCR (30 cycles) performed on the same quantity of cDNA from SOPs and epithelial cells showed that *Rp49, taf11* and *ac* seem to be expressed at similar levels in SOPs and epithelial cells. In contrast, as expected, *gfp* (that was ectopically expressed in SOPs) and *sens* were more highly expressed in SOPs than in epithelial cells (not shown). To verify these results, we performed quantitative real time PCR (qRT-PCR). We calculated the ratio of SOP/epithelial cells mRNA levels for each gene (Fig. 2A). Using this procedure, we confirmed that *ac* expression was not significantly different in SOPs and epithelial cells (ratio  = 0,8), whereas the expression of *gfp* and *sens* was higher in SOP than in epithelial cells (11,2 and 11,4 times respectively) (Fig. 2A and Fig. S2). The significant enrichment of transcripts corresponding to *sens* and *gfp* in SOPs confirms the usefulness and the specificity of aRNA material collected using the laser microdissection technique on fixed *Drosophila* nota.

**Figure 2:**
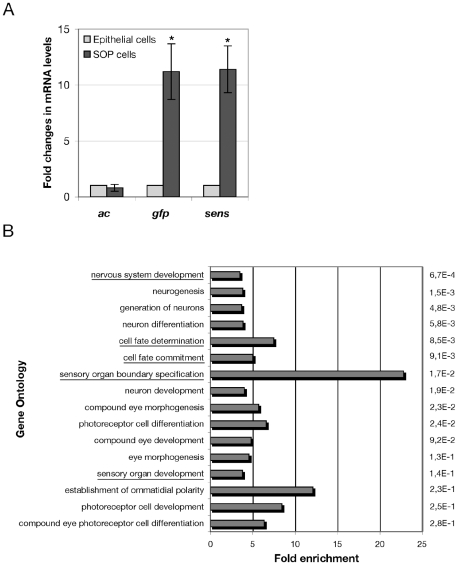
Microdissected SOP cells show specific gene expression and are enriched with genes associated with cell fate determination. (A) Fold changes represent the ratio between SOP and epithelial cell mRNA levels measured by qRT-PCR. Values obtained in epithelial cells were normalized to 1. Transcripts for *gfp* (ectopically expressed in SOP cells) as well *achaete (ac)* and *senseless (sens)* are shown. The mean and standard deviation of at least 3 independent experiments for each gene are represented. The difference between SOP and epithelial cell expression levels was considered significant when student test *P* value was inferior to 0,05 (indicated with asterisk). Note that, *achaete (ac)* expression was not different in SOPs and epithelial cells (ratio  = 0,8), whereas *gfp* and *senseless (sens)* were expressed 11,2 and 11,4 more times in SOPs than in epithelial cells respectively. (B) Genes overexpressed in SOPs (ratio of SOP/epithelial cell transcripts ≥2) were grouped according to their function on the basis of their ascribed GO terms. The 16 categories having lowest P-values with enrichment ≥3 are shown ranked. P-values (on the right) were calculated following a hypergeometric distribution (with Bonferroni correction). Fold enrichment was calculated as the ratio between the percentage of genes associated with a given GO term among SOP-over expressed genes and the percentage of genes associated with the same GO term throughout the entire genome. Note that many of the significant categories concern fate determination and nervous system (underlined).

Concomitantly to qRT-PCR analysis, we used DNA microarrays to identify genes differently expressed between microdissected SOPs and epithelial cells. This analysis revealed 127 genes whose expression was increased 2-fold or greater between SOPs and epithelial cells (Table 1). 

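SOPs carried membrane GFP under the control of *neur* at 16 h APF, and around 1000 of them were cut from 50 nota, beside a similar surface of epithelium free of GFP. Their RNA was amplified in 2 rounds of in vitro transcription and hybridized on 2 two-colour oligonucleotide arrays with the dyes swapped, SOPs in Cy3 on array 1 and in Cy5 on array 2. The authors normalized each array separately by lowess with limma, without background correction, and the deposited table holds, for each of 15744 features, the log2 ratio of each array. The medians of these ratios were -0.01 on array 1 and 0 on array 2. Both columns run as SOPs over epithelial cells: across the 15729 features measured on both arrays they correlated with Pearson's r = 0.54 and Spearman's rho = 0.35 in spite of the swapped dyes, and the arithmetic mean of the ratios gives most values of Table 1. These correlations are across genes, which are not independent replicates.
The gene annotation used here names 1 gene for 67 of the features, several for 1 and none for 15676. Genes of Table 1 were therefore tied to features by their printed ratio alone, outside the repeated positions described last. A feature is called matched to a gene where it alone, among features not matched to another gene, holds that ratio. To hold it, the arithmetic mean of its ratios on both arrays has to equal it within the rounding of the log2 values (0.005 each). Of the 127 genes, 122 could be given a feature of their own, against 55 to 81 after all printed ratios had been shifted by 0.02 to 0.06 on the log2 scale, and 35 were matched to 1 feature. In 200 simulated tables 98.4% of such matches were right, and 86.4% in the lowest table. Each of these tables gave 122 of its 127 genes the mean of a single feature, so the rates assume this premise. They cannot show how often a match is wrong if more ratios of Table 1 arose in another way. On average 40.6 genes were matched per simulated table, against 35 in the data. The arithmetic mean of the ratios of a matched feature equals the paper's ratio by construction, so the match adds the value of each array and the spread between them. Means given below are of log2 ratios unless called arithmetic, and their folds lie below the paper's, as for *sv* with 12.7 against 14.1. No source says whether the arrays held separate extracts, so p-values measure only the spread between these 2 arrays, which may be technical. The test was limma on the mean log2 ratio, with 1 residual degree of freedom per feature and Benjamini-Hochberg adjustment over all features.
The features of the table were taken in order as 24 blocks of 656. This length was inferred from the ratios: of the lengths tried, positions differed most at it against the spread within them (F = 20.2, next best 13.9 at 328). At 13 positions of the block, 312 features in all, the median ratio over the blocks was past 0.5 on the log2 scale in size on at least one array. At the other positions it was at most 0.33 in size. The authors removed control spots from their analysis, and no column marks such spots. These repeated positions were kept in the main counts, and counts without them, a choice made after seeing the data, stand beside.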

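Among the 15729 features, 155 had a mean ratio (mean of the log2 ratios of both arrays) of 2 or more in SOPs, and 117 without the repeated positions. Outside the repeated positions 67 passed a ratio of 2 on each array separately. The difference between the dye-swapped arrays divided by 2 passed the same size for 19 features upward and 157 downward, against 155 and 267 for the mean, and without the repeated positions for 10 and 9, against 117 and 73. This difference is no pure scale of noise, since it holds the part of an SOP effect that differs between the arrays. Among matched genes outside Table 2, the feature matched to *CG2556* was the highest, with a log2 ratio of 3.55 on array 1 and 2.88 on array 2 (SD 0.47, n = 2), or 9.29-fold. It was followed by those matched to *CG4570* with 2.74 ± 0.82 (SD, n = 2), *CG15212* with 2.56 ± 0.19 (SD, n = 2) and *CG15281* with 2.25 ± 0.57 (SD, n = 2). The feature matched to *w*, the eye pigment transporter gene that also serves as the marker of many transgenes, had 1.94 ± 0.17 (SD, n = 2). Some ratios, picked like those of *CG15281* and *w* after their values were seen, rested mainly on array 1: the feature matched to *CG18136* had 2.52 on array 1 and -2.99 on array 2, that of *Dyb* (*Dystrobrevin-like*) 2.62 and -0.16, and that of *bnb* 2.12 and 0.25. Of the 35 matched features, 30 passed a ratio of 2 on both arrays and 32 were higher on array 1 than on array 2. Array 1 was also the wider one over all features (SD of the log2 ratios 0.525 against 0.391). Alone it had 223 features with a ratio of 2 or more, against 117 on array 2. Higher values on array 1 are thus not particular to the matched features.
At an adjusted p under 0.05 limma called no feature in either direction, while 2213 had an unadjusted p under 0.05. The count depends on the setting: 478 features were called higher and 387 lower with robust moderation, 375 and 385 after scaling the arrays to equal spread, and 119 and 90 without the repeated positions, which was chosen after seeing the data. Outside the repeated positions lay 470 and 337 of the calls with robust moderation, and 362 and 264 of those with scaled arrays. Of the 35 matched features, 26 were called higher with robust moderation, 31 with scaled arrays and 29 without the repeated positions, and none lower. Table 1 holds only ratios of 2 or more, so the direction of these calls follows from the match. None was called with centred arrays, centred blocks or a test against a fold change of 1.2.

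**Figure D1:**
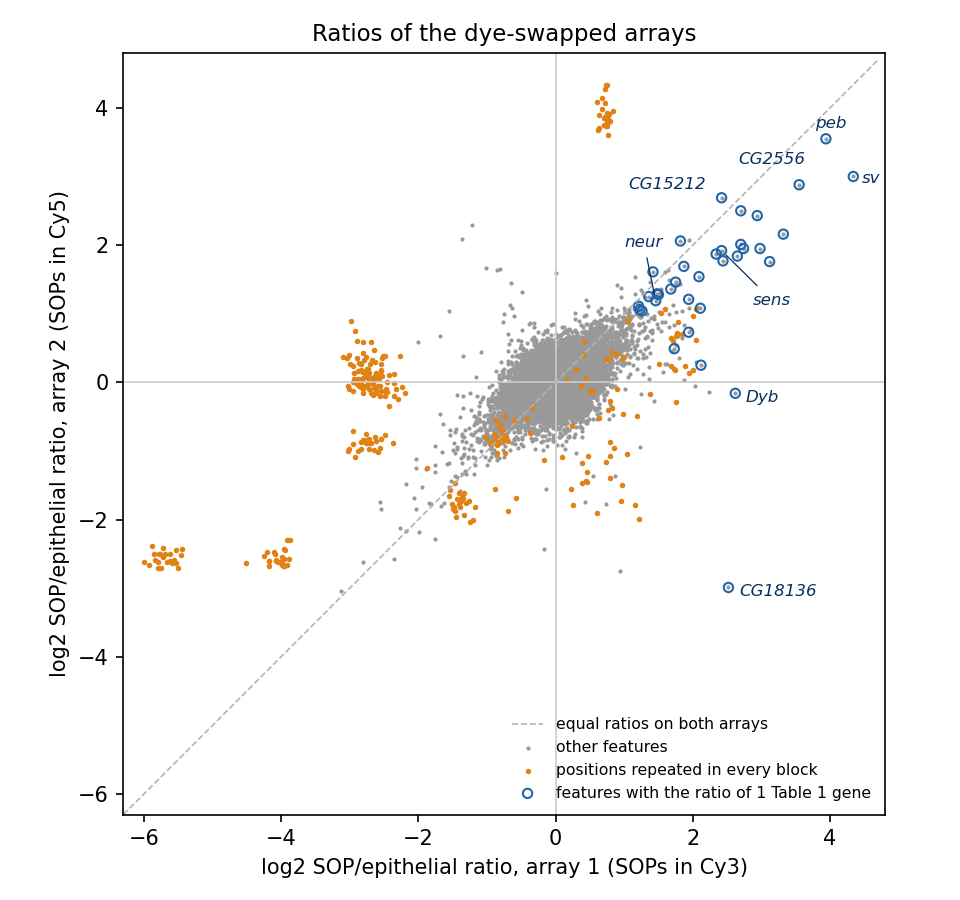
The log2 SOP/epithelial ratio of each feature on array 1 (horizontal axis, SOPs in Cy3) and array 2 (vertical axis, SOPs in Cy5), with grey points for single features, orange points for the 312 features at the repeated positions and blue circles for the 35 features matched to a Table 1 gene by their ratio. Of the 35 circles, 32 lie below the dashed line of equal ratios, with the higher ratio on array 1, and *CG18136* lies farthest from it, at 2.52 and -2.99.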

To analyse whether a particular biological process could be overrepresented in this data set, we regrouped the genes of this set according to their function that has been ascribed using Gene Ontology (Go) terms (www.geneontology.org). This analysis showed that 58% of these genes were associated with a specific function. Interestingly, 27% of this subset of genes were related to the nervous system. This category showed more than a three fold enrichment in the SOP-gene data set (Fig. 2B). More precisely, a hypergeometric test applied on this set of 127 genes, revealed a significant enrichment in GO terms related to nervous system development, sensory organ development and cell fate specification. Moreover, several eye photoreceptor cell development associated GO terms were also enriched in our SOP-gene data set (Fig 2B). Conversely, among GO terms that are significantly underrepresented and, as a consequence, enriched in their sibling epithelial cells, we found cuticle development and epithelium morphogenesis (data not shown). Furthermore, neither genes already known to belong to SOP-enriched genes nor genes associated with GO terms related with cell fate determination and sensory organ specification were found in this SOP non-enriched set of genes.

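On the side of the epithelial cells, 267 features had a mean ratio of 0.5 or less, of which 194 lay at the repeated positions and 73 elsewhere. Of these 73, 48 were at 0.5 or less on each array. The lowest, feature 4834, had a log2 ratio of -3.08 ± 0.06 (SD, n = 2 arrays), and feature 7217 had -2.71 ± 0.13 (SD, n = 2). Neither is named, nor are the other 8 of the 10 lowest features, so GO terms were not analysed here. None of the 67 features with a gene name was at 0.5 or less. The lowest of them, picked after their values were seen, was *Cht10* with -0.75 ± 0.20 (SD, n = 2; adjusted p = 0.145 from limma). The next was *CG3558* with -0.71 ± 0.16 (SD, n = 2; adjusted p = 0.145 from limma). Both were called lower by limma with scaled arrays (adjusted p = 0.0278 and 0.0313) and with robust moderation (adjusted p = 0.0148 and 0.0178). *p120ctn*, an adherens junction protein and the only named member of the list of epithelial junction and polarity genes, had 0.01 on array 1 and -0.32 on array 2. Limma's camera test of that list (adjusted p = 0.63) rests on this 1 feature, so it says nothing of the list as a whole. The list of cuticle proteins has no named feature. Table 1 does hold a gene that the cuticle list covers, *Ccp84Ae*, as increased in SOPs, but a single gene does not bear on underrepresented GO terms. In the main setting limma called no feature lower, against 385 with scaled arrays and 387 with robust moderation, of which 264 and 337 lay outside the repeated positions. Fitted without the repeated positions, it called 90 lower.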

**Table 1:** Genes whose expression was increased 2-fold or greater between SOPs and epithelial cells.

	Flybase ID	Gene symbol	Gene name	SOPs/Epithelial cells signal ratio
1	FBgn0005561	sv	shaven	14,121155
2	FBgn0003053	peb	pebbled	13,55055
3	FBgn0019830	colt	congested-like trachea	10,6780015
4	FBgn0030396	CG2556		9,546415
5	FBgn0030589	CG9519		9,1127835
6	FBgn0052023	CG32023		7,569719
7	FBgn0037844	CG4570		7,20862
8	FBgn0052150	CG32150		6,548325
9	FBgn0002891	mus205	mutagen-sensitive 205	6,133705
10	FBgn0003326	sca	scabrous	6,06793
11	FBgn0005636	nvy	nervy	6,05058
12	FBgn0040842	CG15212		5,903055
13	FBgn0052392	CG32392		5,86501
14	FBgn0003995	vvl	ventral veins lacking	5,2886
15	FBgn0021776	mira	miranda	5,26211
16	FBgn0028536	CG15281		4,9381
17	FBgn0002573	sens	senseless	4,56789
18	FBgn0033772	CG12488		4,427495
19	FBgn0030432	CG4404		4,36984
20	FBgn0003996	w	white	3,8498
21	FBgn0034692	CG13502		3,582385
22	FBgn0033739	Dyb	Dystrobrevin-like	3,511521
23	FBgn0028537	CG31775		3,443735
24	FBgn0029839	CG4660		3,220815
25	FBgn0013725	phyl	phyllopod	3,114765
26	FBgn0028509	cenG1A	centaurin gamma 1A	3,11361
27	FBgn0053200	ventrally-expressed-protein-D		3,071915
28	FBgn0033507	CG12909		3,051625
29	FBgn0004779	Ccp84Ae		3,036835
30	FBgn0050118	CG30118		3,034455
31	FBgn0015393	hoip	hoi-polloi	2,982565
32	FBgn0036124	CG7839		2,97755
33	FBgn0036839	CG18136		2,9365975
34	FBgn0030027	CG1632		2,89352
35	FBgn0036137	CG7628		2,86596
36	FBgn0036369	CG10089		2,83541
37	FBgn0003187	qua	quail	2,827855
38	FBgn0030833	CG8915		2,8224225
39	FBgn0001090	bnb	bangles and beads	2,7679
40	FBgn0039154	CG6164		2,745795
41	FBgn0051523	CG31523		2,727035
42	FBgn0032871	CG2611		2,7265
43	FBgn0039118	CG10208		2,719125
44	FBgn0004511	dy	dusky	2,7177
45	FBgn0051800	CG31800		2,69935
46	FBgn0010383	Cyp18a1	Cytochrome P450-18a1	2,688865
47	FBgn0013765	cnn	centrosomin	2,67734
48	FBgn0058454	CR40454		2,6720405
49	FBgn0038318	CG6236		2,6341
50	FBgn0035878	CG7182		2,619305
51	FBgn0033275	CG14756		2,57977
52	FBgn0037723	SpdS	Spermidine Synthase	2,57505
53	FBgn0031273	CG2839		2,56041
54	FBgn0051352	CG31352		2,559855
55	FBgn0030001	CG15335		2,546375
56	FBgn0037240	Cont	Contactin	2,5257925
57	FBgn0039152	CG6129		2,52151
58	FBgn0002932	neur	neuralized	2,515405
59	FBgn0052827	CG32827		2,47839
60	FBgn0031764	CG9107		2,451235
61	FBgn0037137	Nopp140		2,450615
62	FBgn0019938	RpI1	RNA polymerase I subunit	2,44853
63	FBgn0003651	svp	seven up	2,439685
64	FBgn0034656	CG17922		2,43033
65	FBgn0038916	CG6560		2,4265
66	FBgn0039169	CG5669		2,42484
67	FBgn0039630	CG11843		2,386245
68	FBgn0002778	mnd	minidiscs	2,37934
69	FBgn0038120	CG10148		2,3619
70	FBgn0050349	CG30349		2,345675
71	FBgn0039335	CG5127		2,337975
72	FBgn0029568	CG11381		2,3251455
73	FBgn0004198	ct	cut	2,319
74	FBgn0010105	comm	commissureless	2,312085
75	FBgn0035521	CG1268		2,299415
76	FBgn0050007	CG30007		2,299075
77	FBgn0034224	CG6520		2,29819
78	FBgn0031706	nmr2	neuromancer2	2,27797
79	FBgn0037314	CG12000		2,271605
80	FBgn0000409	Cyt-c-p	Cytochrome c proximal	2,267055
81	FBgn0031604	CG15433		2,26653
82	FBgn0039404	CG14543		2,261375
83	FBgn0027903	CG12018		2,25671
84	FBgn0028855	CG15282		2,23759
85	FBgn0035532	CG15014		2,222355
86	FBgn0034528	CG11180		2,21393
87	FBgn0033802	CG17724		2,20619
88	FBgn0030958	CG6900		2,20591
89	FBgn0038017	CG4115		2,194645
90	FBgn0026378	Rep	Rab escort protein	2,173765
91	FBgn0028510	CG15261		2,173175
92	FBgn0052344	CG32344		2,163085
93	FBgn0031434	insv	insensitive	2,159285
94	FBgn0039563	CG4951		2,15345
95	FBgn0015907	bl	bancal	2,152305
96	FBgn0011638	La	La autoantigen-like	2,150125
97	FBgn0032297	CG17124		2,142305
98	FBgn0039271	CG11839		2,13788
99	FBgn0036043	CG8177		2,136985
100	FBgn0000340	cno	canoe	2,136715
101	FBgn0039829	CG15561		2,13596
102	FBgn0042092	CG13773		2,123165
103	FBgn0036096	CG8003		2,120365
104	FBgn0052645	CG32645		2,11955
105	FBgn0041004	CG17715		2,112665
106	FBgn0002563	Lsp1β	Larval serum protein 1 beta	2,10427
107	FBgn0029761	SK	small conductance calcium-activated potassium channel	2,09556
108	FBgn0052677	CG32677		2,071425
109	FBgn0005630	lola	longitudinals lacking	2,068285
110	FBgn0037248	CG9809		2,064895
111	FBgn0004551	Ca-P60A	Calcium ATPase at 60A	2,06413
112	FBgn0030501	BthD	BthD selenoprotein	2,063545
113	FBgn0023214	edl	ETS-domain lacking	2,05935
114	FBgn0015558	tty	tweety	2,05836
115	FBgn0003890	βTub97EF	beta-Tubulin at 97EF	2,05672
116	FBgn0050080	CG30080		2,054815
117	FBgn0038640	CG7706		2,05049
118	FBgn0030345	CG1847		2,041705
119	FBgn0046704	Liprin-α		2,03972
120	FBgn0039685	Obp99b	Odorant-binding protein 99b	2,03933
121	FBgn0029704	CG2982		2,03666
122	FBgn0036460	CG5114		2,03641
123	FBgn0026015	Top3β	Topoisomerase 3beta	2,032305
124	FBgn0036133	CG7638		2,022935
125	FBgn0033942	CG10112		2,01533
126	FBgn0036569	CG5414		2,014675
127	FBgn0024734	PRL-1		2,013035

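Of the 19 genes of Table 2, 18 have a ratio in Table 1, and 10 of them were matched to 1 feature: *sv*, *peb*, *CG32150*, *sca*, *nvy*, *CG32392*, *vvl*, *mira*, *sens* and *neur*. All 10 matched features passed a ratio of 2 on both arrays, with the higher ratio on array 1 in each case and an SD between the arrays of 0.14 to 0.96 on the log2 scale. Since the match favours genes with high ratios, these 10 do not stand for the whole list. The feature matched to *CG32150* had a mean log2 ratio of 2.69 ± 0.36 (SD, n = 2), that of *CG32392* 2.47 ± 0.73 (SD, n = 2) and that of *vvl*, which encodes a POU domain transcription factor, 2.35 ± 0.56 (SD, n = 2). The other 8 genes each share their ratio with 2 to 8 features. For 7 of these genes, all except *ct*, every such feature was higher in SOPs on both arrays. For *Cyp18a1*, an enzyme of ecdysone inactivation, they lay between 1.52 and 2.05 on array 1 and between 0.29 and 1.32 on array 2, for *bl* between 1.14 and 1.24 and between 0.95 and 1.07, and for *edl* between 1.00 and 1.33 and between 0.67 and 1.09. *scrt* is not listed in Table 1 and has no matched feature.
The adjusted p of the 10 matched features from limma was 0.0868 to 0.116, and all 10 had an unadjusted p under 0.05. All 10 passed with scaled arrays (0.000105 to 0.00271) and without the repeated positions (0.00578 to 0.0449), the latter chosen after seeing the data. With robust moderation 8 passed, and those of *sv* (0.180) and *nvy* (0.302) did not. None passed with centred arrays, centred blocks or a test against a fold change of 1.2. The study chose this list on these arrays, so its direction is not independent evidence.

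**Figure D2:**
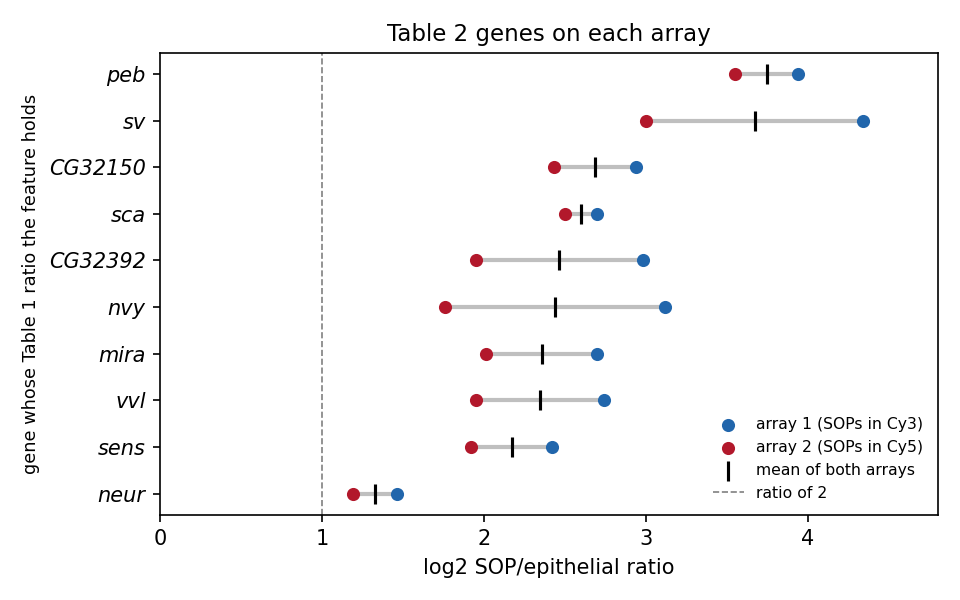
The log2 SOP/epithelial ratio on array 1 (blue) and array 2 (red) and their mean (black bar) for the 10 features matched to a gene of Table 2 by their ratio, 1 row per gene. All points lie right of the dashed line at a ratio of 2, and the arrays are closest for *sca* (SD 0.14) and farthest apart for *nvy* (SD 0.96).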

Our data set of SOP-specific genes includes 19 known genes that have already been shown to be expressed in SOPs or involved in sensory organ development related mechanisms (Table 2). Among them, we found *sens*, confirming our qRT-PCR analysis, and other SOP-specific genes such as *cut (ct), neuralized (neur)* and *phyllopod (phyl)* [14]–[16]. 

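The feature matched to *sens*, which encodes a zinc finger transcription factor, had a log2 ratio of 2.42 on array 1 and 1.92 on array 2. Its mean was 2.17 ± 0.35 (SD, n = 2), or 4.50-fold (adjusted p = 0.0882 from limma). For *neur*, the E3 ubiquitin ligase gene whose driver labelled the SOPs, the matched feature had 1.46 and 1.19, a mean of 1.33 ± 0.19 (SD, n = 2; adjusted p = 0.0956 from limma). The ratio of *phyl*, of the Ras/MAPK pathway, is held by several features, and all of them lay between 1.64 and 1.82 on array 1 and between 1.43 and 1.63 on array 2. For *ct* the features with its ratio lay between -1.36 and 1.70 on array 1 and between 0.46 and 2.09 on array 2. The feature below 0 on array 1 also holds the ratio of *CG11381*, whose printed decimals, unlike those of *ct*, need a ratio below 1 on an array. Without it the features with the ratio of *ct* lay between 1.43 and 1.70 on array 1 and between 0.46 and 0.96 on array 2, a reading chosen after seeing the data.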

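By the mean of the log2 ratios, the highest feature outside the repeated positions was that matched to *peb*, a zinc finger transcription factor gene, with a log2 ratio of 3.94 on array 1 and 3.55 on array 2. The mean was 3.75 ± 0.28 (SD, n = 2), or 13.4-fold (adjusted p = 0.0868 from limma). The order turns with the arithmetic mean of the ratios, which was 13.5 for *peb* and 14.1 for *sv*. The feature matched to *sca* varied little between the arrays, with 2.70 and 2.50 and a mean of 2.60 ± 0.14 (SD, n = 2), or 6.06-fold (adjusted p = 0.0868 from limma). For *mira*, whose protein is segregated to 1 daughter cell at asymmetric division, the matched feature had 2.70 and 2.01, a mean of 2.36 ± 0.49 (SD, n = 2; adjusted p = 0.0882 from limma). The nuclear receptor gene *svp* shares its ratio with several features. These lay between 1.28 and 1.51 on array 1 and between 1.03 and 1.30 on array 2.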

We can also note *pebbled/hindsight (peb)* and *seven up (svp)* that are involved in photoreceptor development [17], [18], *scabrous (sca)* that plays a role in lateral inhibition processes via the regulation of Notch activity [19], and *miranda (mira)* involved in neuroblast and SOP asymmetric divisions [20], [21]. Moreover, among these genes, eleven have already emerged from microarray analysis performed on proneural clusters by Reeves and Posakony [22]. In addition to the well characterised genes such as *mira*, *peb*, *neur* or *phyl*, we can cite as an example of new SOP genes, *quail and insensitive* (Table 2). In contrast, some genes in our data set didn't appear in Reeves and Posakony microarray results. 

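Neither *qua*, which encodes an actin-binding protein of the villin family, nor *insv* was matched to a feature of its own. The features with the ratio of *qua* had log2 ratios between 1.85 and 1.98 on array 1 and between 0.78 and 1.04 on array 2, so that whichever of them is *qua*, it was higher on array 1 than on array 2. Those with the ratio of *insv* lay between 0.96 and 1.41 on array 1 and between 0.74 and 1.25 on array 2.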

The most relevant examples are *sens* and *ct*, two well known SOP-specific genes [8], [14]. We can also cite *shaven, sca* or *nervy*, all three being involved in sensory organ development [19], [23], [24].

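The feature matched to *sv*, a Pax family transcription factor gene, had a log2 ratio of 4.34 on array 1 and 3.00 on array 2. Its mean was 3.67 ± 0.95 (SD, n = 2), or 12.7-fold (adjusted p = 0.0918 from limma). The feature matched to *nvy* had 3.12 and 1.76, a mean of 2.44 ± 0.96 (SD, n = 2), or 5.43-fold (adjusted p = 0.116 from limma). For both, the spread between the arrays was wider than for the other 8 matched genes of Table 2, and the lower array still passed a ratio of 2. The paper concludes that the microdissected material and this gene set are specific to SOPs, from qRT-PCR of *sens* and *gfp*, the GO terms of the set and the known SOP genes in it.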

**Table 2:** Microarray data confirm differential expression of known SOP genes.

Known SOP genes	Molecular function	SOP/epithelial signal	References
*shaven*	Transcription factor	14,1	[23]
*pebbled* *	Transcription factor	13,5	[18]
*CG32150* *	Protein binding	6,5	[22]
*scabrous*	Signal transduction	6,1	[19]
*nervy*	Transcription factor	6	[24]
*CG32392* *	Microtubule binding	5,9	[22]
*ventral vein lacking*	Transcription factor	5,3	[28]
*miranda* *	Actin binding	5,3	[20]
*senseless*	Transcription factor	4,6	[9]
*phyllopod* *	Ras/MAPK signaling	3,1	[16]
*quail* *	Actin binding	2,8	[22]
*Cytochrome P450-18a1* *	Cytochrome P450	2,7	[22]
*neuralised* *	E3 ubiquitin ligase	2,5	[15]
*seven up*	Transcription factor	2,4	[17]
*cut*	Transcription factor	2,3	[14]
*insensitive* *	Unknown	2,1	[22]
*bancal*	RNA binding	2,1	[27]
*ETS-domain lacking* *	Ras/MAPK signaling	2	[30]
*scratch* *	Transcription factor	2	[29]

Genes previously found to be expressed in SOPs and included in the 127 candidate genes whose expression exhibits a 2.0-fold or greater elevation in SOPs versus epithelial cells.

*Genes also found expressed in proneural clusters according to microarray data obtained by Reeves and Posakony (2005) [22].

## Discussion

In this study, we used laser microdissection to isolate SOPs from the dorsal epithelium of *Drosophila* in order to subsequently analyse the mRNA expression profile. Laser microdissection permits the isolation of single cells from a heterogeneous tissue [25]. The high level of cell homogeneity obtained with this technique permits one to obtain reliable microarray data. In this regard, microdissection, although cumbersome, has certain advantages over other methods of isolating populations of cells such as FACS. In our study, microdisection was applied to tissue freshly dissected and simply fixed in absolute ethanol. This was made possible because the tissue of interest is an epithelium that we are able to dissect from the animal and than flatten. As such, the protocol described here may be adapted to other thin tissues similar to epithelia.

The principal challenge with this technique was to obtain a significant quantity of RNA from SOPs and to ensure that the integrity of the RNA after laser microdissection was sufficient for subsequent gene expression analysis such as quantitative real time PCR and microarrays. Here, we verify the utility and the specificity of the RNA extracted from microdissected SOPs and epithelial cells by performing qRT-PCR on particular genes and undertaking microarray analysis. As expected, we observed by qRT-PCR that *sens*, known to be up regulated in SOPs by proneural protein activity and repressed in non-SOP cells by Notch signaling activation [8], [9], was indeed significantly more expressed in SOPs than in epithelial cells. This result was confirmed by microarray analysis where *sens* was found among the genes exhibiting a two-fold or greater overexpression in SOPs.

Similarly, *gfp*, whose expression was driven specifically in SOPs and their progeny by *neur-*GAL4, was more expressed in microdissected SOPs. However, *gfp* transcripts were still detected in the epithelial sample. This was unexpected since epithelial cells were collected from non-fluorescent areas. It might be possible that a few SOPs, not fluorescent enough to be detectable, were included in epithelial cell selected areas. It might also be possible that there is a weak leak of the *neur-*GAL4 driver onto epithelial cells insufficient to induce a detectable fluorescence.

Unexpectedly, we observed by qRT-PCR and confirmed by microrray, a relatively constant level of *ac* (ratio SOP/epithelial cells  = 0,8 by qRT-PCR and 0,95 by microarray). Indeed, *ac* is a proneural gene whose expression has been shown to be specifically upregulated in proneural clusters and restricted to one cell during SOP specification [3], [4]. However, the expression of *ac* in SOPs has been shown to decrease before cell division [3]. Since we use pupae at 16 h APF, at the moment of SOP first division, we suggest that the relatively similar level of *ac* transcripts observed in SOP and epithelial cells was due to this downregulation phase.

The SOP-enriched genes of the data set obtained in this analysis were classified using Gene Ontology associated terms. This analysis confirmed the specificity of the microdissected SOP samples. Indeed, microdissected SOPs samples were enriched in genes involved specifically in sensory organ development and cell fate related GO terms. Interestingly, eye photoreceptor cell development related GO terms were also enriched in our data. This is not surprising since photoreceptor cells share similar mechanisms of selection with the SOPs including the isolation of one cell among equivalent cluster cells by lateral inhibition mediated by Notch signalling [26]. In this regard, it is interesting that *peb* was highly expressed in SOPs compared to epithelial cells. It has been recently shown that one role of *peb* is to modulate Delta expression during cone cell induction during ommatidial formation [18]. It remains to be known whether *peb* plays a similar role during SOP selection, which it is characterised by an elevated level of Delta.

In accordance with previous studies, many genes (19 out of 127) belonging to the SOP enriched genes identified in our study have been already recognized to be SOP specific. In particular, 11 out of 19 of these known SOP enriched genes are in common with a whole-genome microarray analysis performed with cells belonging to proneural cell clusters [22]. In contrast, some known SOP-specific genes as *sens* and *ct*, were identified in our analysis but not in Reeves and Posakony's study. In their study, proneural cells were sorted by FACS (Fluorescence-Activated Cell Sorting) by using *E(spl)m4*-GFP as proneural cluster-specific marker. As such, the analysis was performed with all cells of proneural clusters including the future SOP. Thus, we expect that some subset of SOP-specific genes also belongs to the genetic profile triggered during proneural cell determination and that another subset is specific for the acquisition of the SOP identity. It is interesting to note that target genes involved in the Notch-mediated lateral inhibition as the *E(spl)* or *bearded (brd)* gene family, which are activated in the future epithelial cells during SOP selection, were either similarly expressed in SOP and epithelial cells or underrepresented in SOPs (for instance, the ratio SOP/epithelial cells for *brd* was 0,35).

Overall, our result confirm the SOP specificity of the gene set identified and we are confident that the approach combining laser microdissected cells and transcriptome analysis will produce exploitable data. Finally, we would like to highlight that a successful characterisation of the transcriptional profile of well-identified precursor cells at a precise moment of development opens multiple possibilities concerning the analysis of the mechanisms underlying precursor cell determination. Thus, the development of a procedure combining laser microdissection and transcriptome analysis represents an undeniably important technical advance for the analysis of biological processes such as fate determination of defined precursor cells.

## Supporting Information

Figure S1 Schematic representation of the procedure. The notum from pupae was manually dissected in PBS, fixed and transferred to a thermolabile membrane slide. The epithelium was facing down membrane. Once dry, the notum, stuck to the membrane, was covered with a slide to maintain the mechanical stability during microdissection. During microdissection the adhesive lid was pressed against the membrane and microdissected cells remained stuck to the lid when the microtube was removed.
(6.86 MB TIF)

Figure S2 qRT-PCR analysis. *Taf11*, *ac*, *gfp*, and *sens* mRNA transcripts from microdissected SOPs and epithelial cells were analysed by qRT-PCR. For each gene, (on the left) PCR amplification curves as function of the number of PCR cycles and (on the right) standard curves, Ct (Cycle threshold) were plotted against serially diluted cDNA samples obtained from aRNA extracted and amplified from 20 whole nota. Note that PCR amplification curves corresponding to SOPs and epithelial cells for *taf11* and *ac* are super-imposed. Ct for SOPs and epithelial cells are similar and data points corresponding to SOPs and epithelial cells cluster together in standard curves (red points). In contrast, PCR amplification curves corresponding to *gfp* and *sens* transcripts are shifted to the left in SOP compared to epithelial cells, showing a stronger expression in SOPs than in epithelial cells. Accordingly two separate groups of data points were observed on the standard curves.
(5.55 MB TIF)

How the deposited data were processed for this re-analysis (not part of the article)

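Gene expression was compared between SOPs and epithelial cells, both cut by laser microdissection from nota of neur>mCD8::GFP pupae at 16 h APF, on 2 two-colour arrays with swapped dyes. The authors normalized the arrays with limma (version not given in the sources used here): flagged spots and controls were left out of their analysis, the background was not corrected, and each array was normalized by lowess. The deposited values are log2 ratios with 2 decimals. Their scale and direction are not stated in the table. They were taken from Table 1, where 122 of the 127 ratios can be given a feature with that arithmetic mean of both arrays, and from the positive correlation of the columns, although the labels give swapped dyes. Centring beyond the lowess step is unknown, and the medians of the arrays were -0.01 and 0. Scanner intensities were not used here, so signal over background, on which the precision of each ratio depends, is unknown, and the number of arrays limits the precision.
From the 15744 features, the 15729 with a value on both arrays were analysed. The others lacked a value, 8 on array 1 and 7 on array 2, and were left out. The tests had been planned per gene, but the annotation used here names 1 gene for 67 features (63 different genes), so all counts and tests are per feature. Of the 67, 62 were found by their gene identifier in the RefSeq gene table of Release 6 and none changed its symbol.
A feature's ratio was the mean of its log2 ratios, and its SD that of the 2 arrays. limma (version 3.58.1, in R 4.3.3) was fitted with the mean as the only term, with empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.05. The other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The test without the repeated positions was checked on 20 simulated data sets of 15417 features with the spread of the features outside these positions. At an adjusted p under 0.05 from limma it found 0% of features changed 1.5-fold, 0.4% of those changed 2-fold, 19.5% at 3-fold and 28.8% at 4-fold. Of its calls, 2.21% were among unchanged features, but the spread was drawn from the test's own model, which favours such a low share. The simulations changed a fixed number of features and made 24.9 calls on average, against 119 higher and 90 lower in the data. The share found depends on how many features change, so these rates do not give the share found in these data. Nor do they describe the main setting, which holds the repeated positions and called no feature.
Before the data were examined, 26 gene lists were set, after Table 1 and Table 2 had been read. Only 4 of them have a named feature: nucleolar ribosome biogenesis and RNA polymerase I, cytoplasmic ribosomal proteins, muscle and myoblast markers, and epithelial junctions and polarity. They were tested with limma's camera with a preset correlation of 0.01 between genes. The enrichment of the lists among SOP-overexpressed genes was not run, since it needs the names of most features. The genes named in the text were the genes the paper names, the 10 highest and 10 lowest features among those past a ratio of 2 in the same direction on both arrays, and up to 4 members of each list with the largest ratio; values of Table 1 and Table 2 had been seen. Genes outside this rule are marked in the text as picked after their values were seen. The highest and lowest features were taken outside the repeated positions. Genes of Table 1 were tied to features by ratio only. As a check on this match, a mean of 2 ratios written with 6 significant digits needs more decimals where 1 ratio is below 1. Of the ratios of Table 1, 9 have such decimals, and for all 35 matched genes the decimals and the sign on the arrays went together. Only 2 of the 35 are below 1 on an array, so the check is a narrow one. Of the 9 ratios, 6 could be paired with a feature below 1 on 1 array. Those of *colt*, *CG9519* and *CG32023* are held by no feature, though by this rule they need an array below 1.
Alternatives were the arithmetic mean, a ratio of 1.5 or 3, the criterion on both arrays, features measured on at least one array, centred or scaled arrays, each array alone, robust moderation and a test against a fold change of 1.2. Leaving out the repeated positions and centring each block were added after seeing the data.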

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

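All tests in this part were chosen after the result was seen. The deposited table shows strong ratios at the same 13 positions of all 24 blocks, features on which the paper does not report. Position 181 had a median log2 ratio of -5.71 on array 1 and -2.59 on array 2 (mean of both -4.15), position 145 had -3.99 and -2.60 (mean -3.29), and position 198 had 0.74 and 3.88 (mean 2.31), and at these positions all 24 features had the sign of the median. Other positions had their signal on 1 array or opposite signs: positions 37, 55, 73 and 91 had -2.80, -2.75, -2.52 and -2.79 on array 1 but 0.355, 0.075, -0.105 and 0.055 on array 2, and position 266 had 0.545 and -1.42. With the dyes swapped, dye bias alone is argued against for 6 of the 13 positions, where both arrays had the same sign, each past its SD over the blocks (a bound taken after others had been tried), and stays open for the other 7. The features of a position varied little over the blocks, with a median SD of 0.157 on array 1 against 0.331 at the other positions, which is what the same spots printed once in every block would give. The block length was itself chosen by a low spread within positions against that between them, which favours this result, so it is no independent evidence. Positions 215, 232 and 266 varied more, with SDs of 0.813, 0.396 and 0.53 on array 1, and for these the printing of the same spots stays open. Uneven hybridisation within the blocks was not tested and stays open, and what these spots are is not named in the files used here, so no biological explanation was tested. They held 38 of the 155 features with a ratio of 2 or more and 194 of the 267 with 0.5 or less.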

How the results depend on the processing

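The features with a ratio of 2 or more numbered 155, and between 128 and 171 with the arithmetic mean of the ratios, with centred or scaled arrays, with features measured on at least one array, with centred blocks, and without the repeated positions together with the arithmetic mean. Without the repeated positions alone they were 117. They were 70 when both arrays had to pass, 542 at a ratio of 1.5 and 49 at a ratio of 3. On array 1 alone they were 223, and on array 2 alone 117. The features with a ratio of 0.5 or less numbered 267, but 169 with the arithmetic mean, 124 when both arrays had to pass, and 578 and 101 at the thresholds matching 1.5 and 3. On array 1 alone they were 325, and on array 2 alone 168. Without the repeated positions, chosen after seeing the data, they were 73, and 69 with the arithmetic mean as well. limma called 0 features in the main setting (1172 higher and 1041 lower at an unadjusted p under 0.05), with centred arrays, with a test against a fold change of 1.2 and with centred blocks. It called 375 higher and 385 lower with scaled arrays (362 and 264 outside the repeated positions), and 478 and 387 with robust moderation (470 and 337). Fitted without the repeated positions it called 119 and 90. The moderation added 2.64 to 3.12 degrees of freedom per feature in the settings with no call. It added 4.49 without the repeated positions and 6.67 with scaled arrays. With robust moderation, where the number can differ by feature, it was 9.70 for the first feature. Calls thus came where this number was higher, but the cause was not tested. The nucleolar list passed camera with an adjusted p of 0.0027 to 0.0225 in the main setting and in 5 others, but not with an estimated correlation (adjusted p = 0.805) or with fry (adjusted p = 0.263). Of 102 named or matched features, 35 passed limma with scaled arrays, 31 with robust moderation and 29 without the repeated positions. The last 2 settings leave each ratio as it is, so no sign could change there. With scaled arrays no passing feature changed its sign. With each array alone there is no residual degree of freedom, so those values have no test. Alternatives on several probes of a gene and on the enrichment of lists were not run, since most features are not named. The log2 ratio within each array already pairs the SOPs with the epithelial cells hybridized beside them, and no further pairing was tested.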

Differences from the paper's values

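The paper counts 127 genes with a ratio of 2 or more, and 155 features passed here, so the counts differ by less than 1.5 times. Of the alternatives set before the data were examined, none gave the paper's count. Without the repeated positions and with the arithmetic mean of the ratios, a setting chosen after seeing the values, 128 features passed, and 5 genes of Table 1 (*colt*, *CG9519*, *CG32023*, *mus205* and *CG31800*) are not among them by ratio, while 6 of the 128 features could not be paired with a Table 1 gene. The paper lists *CG18136* as increased in SOPs. The mean of the log2 ratios of the feature matched to it was -0.23 ± 3.90 (SD, n = 2), while the arithmetic mean of its ratios was 2.93. The other 34 matched features had a mean ratio of 2 or more either way.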

Other observations

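The 3 annotated genes of the nucleolar list had higher ratios in SOPs. The annotation names 3 of the 24 members of this list, whose products act in the nucleolus, where ribosomes are assembled. *Nop60B*, the pseudouridine synthase of ribosomal RNA, had a log2 ratio of 0.74 ± 0.18 (SD, n = 2), *Nop56*, a core protein of the box C/D particles, 0.67 ± 0.16 (SD, n = 2), and *NHP2*, a protein of the box H/ACA particles, 0.34 ± 0.01 (SD, n = 2). None passed limma over all features in the main setting (adjusted p = 0.144, 0.155 and 0.336). *Nop60B* and *Nop56* passed with scaled arrays (adjusted p = 0.0334 and 0.0437) and with robust moderation (adjusted p = 0.0156 and 0.0233). In the main setting all 3 passed when adjusted over the list alone, which follows whenever every unadjusted p is under 0.05 (highest 0.0433 from limma). Only 2 passed over the list alone with centred blocks or with a test against a fold change of 1.2, without *NHP2*. As a list they were shifted upward by camera (adjusted p = 0.00366), a call lost with an estimated correlation (adjusted p = 0.805), which 2 arrays estimate poorly. Table 1 of the paper lists 4 further members, *hoip*, *Nopp140*, *RpI1* and *La*, without discussing them. Of the other 24 lists besides that of Table 2 genes, 6 have a Table 1 gene by exact symbol, and at most 2. This count misses *Ccp84Ae* of the cuticle proteins and *Lsp1β* of the fat body markers, which those lists write otherwise. The features with the ratio of *hoip* lay between 1.66 and 1.94 on array 1 and between 1.08 and 1.49 on array 2. The lists were set after Table 1 had been read, and Table 1 comes from these same arrays. The 3 annotated members are not in Table 1, but they share its hybridizations, so they are no independent evidence either.
The remaining lists with named features did not pass camera. In the list of ribosomal proteins *RpL15* had -0.48 ± 0.18 (SD, n = 2) and *RpLP0-like*, a protein of ribosome assembly that the list holds by its name, 0.43 ± 0.25 (SD, n = 2; adjusted p of the list = 0.907). In the main setting both passed when adjusted over this list alone, *RpL15* as lower and *RpLP0-like* as higher. Of the muscle markers, *Mlc1*, *up* and *Prm* had mean log2 ratios of -0.25, -0.13 and 0.04 (adjusted p of the list = 0.63, with a median of 0.16 on array 1 and -0.24 on array 2). Outside the rule for named genes, and chosen after their values were seen, 6 genes of the Y chromosome (*kl-2*, *kl-3*, *kl-5*, *ORY*, *Ppr-Y* and *Pp1-Y2*) lay between -0.22 and 0.04 (lowest adjusted p = 0.553 from limma). None of the 67 annotated features reached a ratio of 2, the highest being 0.74 and the lowest -0.75 on the log2 scale, and their lowest adjusted p in the main setting was 0.144. With scaled arrays 2 of them were called higher and 2 lower, and with robust moderation 3 and 2.
A hypothesis is that transcripts of ribosome biogenesis may be more abundant in SOPs than in epithelial cells at this stage. The list and its camera test were set before the deposited data were examined, but after Table 1, drawn from the same arrays, had been read. The camera result is therefore no independent evidence. The checks on dye bias and on a shift were chosen after the values had been seen. Dye bias alone is argued against, since the lowest ratio of a member on either array was 0.33 on the log2 scale while the dyes were swapped, and the widest SD of a member was 0.18. A shift of all annotated features is argued against only weakly by the median of the other 64, which was 0.005. The normalized arrays have medians of -0.01 and 0, so a value near 0 was likely beforehand. Of the 67 annotated features, 12 were higher and 4 lower at an unadjusted p under 0.05 from limma, against 1172 and 1041 of all features. Higher ratios were thus not confined to the list. Uneven amplification of the 2 RNA samples stays open, because no table used here separates it from a difference between the cells.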
